# A method for stabilising the XX karyotype in female mESC cultures

**DOI:** 10.1242/dev.200845

**Published:** 2022-11-28

**Authors:** Andrew Keniry, Natasha Jansz, Peter F. Hickey, Kelsey A. Breslin, Megan Iminitoff, Tamara Beck, Quentin Gouil, Matthew E. Ritchie, Marnie E. Blewitt

**Keywords:** Cell culture, Embryonic stem cells, X chromosome inactivation

## Abstract

Female mouse embryonic stem cells (mESCs) present differently from male mESCs in several fundamental ways; however, complications with their *in vitro* culture have resulted in an under-representation of female mESCs in the literature. Recent studies show that the second X chromosome in female, and more specifically the transcriptional activity from both of these chromosomes due to absent X chromosome inactivation, sets female and male mESCs apart. To avoid this undesirable state, female mESCs in culture preferentially adopt an XO karyotype, with this adaption leading to loss of their unique properties in favour of a state that is near indistinguishable from male mESCs. If female pluripotency is to be studied effectively in this system, it is crucial that high-quality cultures of XX mESCs are available. Here, we report a method for better maintaining XX female mESCs in culture that also stabilises the male karyotype and makes study of female-specific pluripotency more feasible.

## INTRODUCTION

Female and male pluripotent stem cells differ genetically, epigenetically and functionally (Schulz et al., 2014; Choi et al., 2017a,b; Yagi et al., 2017; Zvetkova et al., 2005; Ooi et al., 2010; Genolet et al., 2021; Song et al., 2019). However, owing to complications with *in vitro* culture of female mouse embryonic stem cells (mESCs), the vast majority of mESC research has been performed on male mESC lines. The first confirmed mESC line was male (Bradley et al., 1984). Subsequently, lines employed as workhorse cells, e.g. E14, R1, J1 and Bruce4, were also male (Hooper et al., 1987; Li et al., 1992; Nagy et al., 1993; Köntgen et al., 1993). This has limited our understanding of sex-specific pluripotency and has impeded the study of female-specific processes, including X chromosome inactivation (XCI): the dosage compensation mechanism in female mammals whereby one of the two X chromosomes becomes stably silenced for the life of the organism (Disteche and Berletch, 2015; Jegu et al., 2017; Gendrel and Heard, 2011; Brockdorff and Turner, 2015). Female mESCs present in a more naïve state of pluripotency than male mESCs, displaying increased expression of naïve pluripotency markers (Schulz et al., 2014; Genolet et al., 2021; Song et al., 2019) and global hypomethylation (Schulz et al., 2014; Choi et al., 2017a,b; Yagi et al., 2017; Zvetkova et al., 2005; Ooi et al., 2010; Habibi et al., 2013). Consistently, naïve female mESCs are comparatively slow to exit pluripotency upon differentiation (Schulz et al., 2014). Female mESCs are karyotypically unstable, with XO cells spontaneously arising, then rapidly dominating cultures (Choi et al., 2017b; Yagi et al., 2017; Zvetkova et al., 2005; Keniry et al., 2022). Use of defined media for mESC culture exacerbates the fragility of female mESCs, likely because this drives mESCs further towards a naïve state (Marks et al., 2012; Leitch et al., 2013; Silva et al., 2009; Ficz et al., 2013). Known as 2i/LIF (Ying et al., 2008; Silva et al., 2008), this media provides defined conditions for mESC culture, including inhibitors of glycogen synthase kinase 3β (GSK3β) and MEK/ERK signalling pathways, allowing culture without serum or feeder cells that promote more heterogeneous cell populations. Although challenging for female mESCs, the benefits of defined media are clear, offering simpler, more homogenous and reproducible cultures, while enabling study of naïve pluripotency *in vitro.* The use of 2i/LIF also greatly improves the efficiency of deriving mESC lines *de novo* (Czechanski et al., 2014), thereby expanding the possibilities for experimental design.

Female mESCs have the unique property of being transcriptionally active from both X chromosomes, a feature shared only with cells of the inner cell mass from which they are derived, induced pluripotent stem cells (iPSCs) and primordial germ cells (Monk and McLaren, 1981; Tam et al., 1994; Kratzer and Chapman, 1981). Lineage committed cells display dosage compensation by XCI. Upon differentiation, female mESCs undergo XCI; following this, hypomethylation and the XO karyotype are no longer features of female cells, with XCI seemingly having a stabilising effect (Schulz, 2017). Evidence suggests the two active X chromosomes cause female mESCs to behave differently from male mESCs, as pluripotent XO cells have similar transcriptomes, epigenomes and differentiation potential as XY cells (Schulz et al., 2014; Choi et al., 2017b; Zvetkova et al., 2005; Song et al., 2019; Pasque et al., 2018). The cause of these phenotypes is still being uncovered; however, suppression of the differentiation-promoting MAP kinase pathway is involved (Schulz et al., 2014), with heterozygous mutation of the X-linked *Dusp9* and *Klhl13* genes able to repress MAP kinase target gene expression and partly induce a male-like state in female cells (Choi et al., 2017a; Genolet et al., 2021).

The XO karyotype is preferential for female mESCs and quickly dominates cultures; however, as the XX karyotype defines female mESCs, it is crucial that female pluripotency is studied in cultures maintaining high ratios of XX cells. This is particularly important for XCI studies, where undetected XO cells may confound results. Several seminal studies have been performed in XX mESCs (Schulz et al., 2014; Choi et al., 2017a,b; Yagi et al., 2017; Zvetkova et al., 2005; Ooi et al., 2010; Genolet et al., 2021; Song et al., 2019; Habibi et al., 2013), but there is a large barrier to entry in studying these cells owing to a lack of protocols utilising 2i/LIF while retaining XX karyotype.

Here, we exploit the X-linked reporters of our previously published Xmas mESC system (Keniry et al., 2022), to develop an approach to maximise XX mESCs in 2i/LIF. Furthermore, we find this method stabilises the karyotype of male mESCs. Our protocol improves female mESC culture, facilitating the study of karyotypically correct cells and thus female pluripotency more generally.

## RESULTS

### A method for stabilising the XX karyotype in female mESC cultures

We recently reported the Xmas mESC system, which carries X-linked mCherry and GFP reporter constructs driven by the hypoxanthine guanine phosphoribosyltransferase (*Hprt*) promoter *in trans* to each other, facilitating monitoring of XCI by flow cytometry with minimal manipulation of sensitive female mESCs (Keniry et al., 2022). As the X chromosome is biallelically expressed in mESCs, the Xmas reporter alleles also indicate the XX/XO karyotype ratio. Xmas reporter alleles are maintained as mouse lines, which when intercrossed produce female offspring with GFP and mCherry marking different X chromosomes (X*^Hprt^*^-GFP^ X*^Hprt^*^-mCherry^, Fig. 1A and Fig. S1A). This is important as it allows the constant rederivation of karyotypically normal primary Xmas mESC lines. Here, we exploit the Xmas system to optimise maintenance of the XX karyotype in culture. Starting with the current best practice 2i/LIF mESC culture method (Mulas et al., 2019), we iteratively and empirically determined features that stabilise the XX karyotype through hundreds of rounds of Xmas mESC derivations to arrive at an optimised protocol. Differences between our method (here termed Keniry2022) and the previously published approach (here termed Mulas2019; Mulas et al., 2019) include increased plating density, increased frequency of passaging (every 24 h), cells grown in suspension in non-tissue culture-treated plates and increased media volumes (Fig. 1B). All points of difference between protocols are detailed in Table 1, including our rationale for each change. A full protocol for our method is supplied in the supplementary Materials and Methods.

**Fig. 1.**
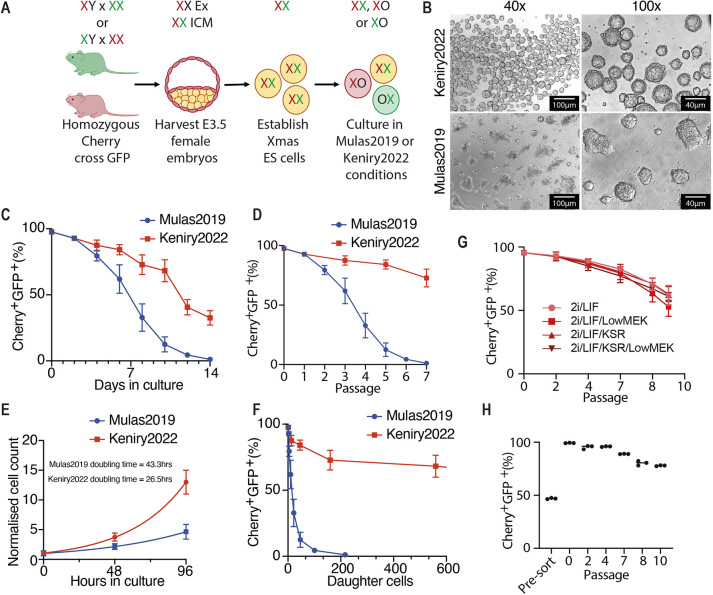
**Stabilisation of the XX karyotype in mESC culture.** (A) The Xmas mESC system identifies karyotype. (B) Bright-field images of Xmas mESCs grown under Keniry2022 and Mulas2019 conditions. (C) Flow cytometry data from Xmas mESCs maintained in 2i/LIF for 14 days in Keniry2022 and Mulas2019 conditions, where reporter alleles indicate karyotype. (D) Same data as in C transformed to reflect passage number. (E) Growth curves of Xmas mESCs under Keniry2022 and Mulas2019 conditions. Lines indicate non-linear fit (*n*=6). Doubling time calculations are given. (F) Same data as in C transformed by the doubling time of each method to reflect the number of XX daughter cells. (G) Flow cytometry data from Xmas mESCs maintained in Keniry2022 conditions with 2i/LIF supplemented with Knockout Serum Replacement (KSR) or reduced MEK inhibitor, or both (*n*=6). (H) Flow cytometry data from Xmas mESCs maintained in Keniry2022 conditions before and after fluorescence-activated cell sorting of GFP^+^mCherry^+^ cells (*n*=3). Data are mean±s.d.

**Table 1.**
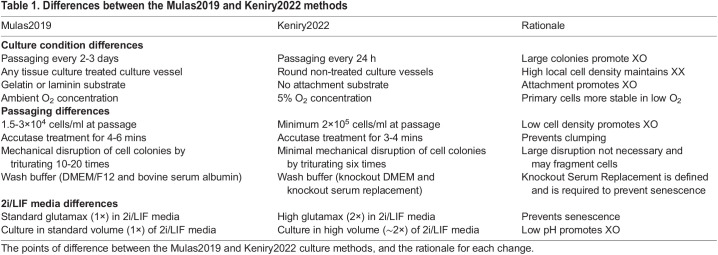
Differences between the Mulas2019 and Keniry2022 methods

Through these subtle changes to the existing best practice method, we substantially increase XX retention (Ying et al., 2008; Mulas et al., 2019), either when analysed as days in culture (Fig. 1C and Fig. S1B) or as passage number (p) (Fig. 1D). It takes 10-14 days after derivation to produce sufficient mESCs for these experiments; therefore, the XX karyotype is maintained until ∼20-24 days in culture. Moreover, our method reduces doubling time for XX cells (26.5 h for Keniry2022 versus 43.3 h for Mulas2019; Fig. 1E), meaning we produce substantially more XX daughter cells per derivation (Fig. 1F). Previous studies have improved female mESC culture, achieving stabilisation of the epigenome, but not XX karyotype (Choi, 2017a,b; Yagi et al., 2017). Despite improvement, we were unable to prevent XO cells becoming predominant in cultures; however, our method allows XX lines to be expanded to quantities sufficient for most experimental procedures, as we recently demonstrated (Keniry et al., 2022).

With the method optimised, we tested whether simple alterations to 2i/LIF improved karyotype retention. Low concentration of MEK inhibitor reportedly improves the genomic stability of mESCs (Choiet al., 2017b; Yagi et al., 2017; Di Stefano et al., 2018); however, halving the concentration had no effect on XX karyotype retention in Xmas mESCs (Fig. 1G). We also supplemented 2i/LIF with 2% knockout serum replacement, again finding no improvement, both in normal and low-MEK inhibitor conditions. Finally, we tested whether XX Xmas mESCs could be enriched by sorting mCherry and GFP double-positive cells by fluorescence-activated cell sorting (FACS), finding we could purify lines with a high proportion of XX mESCs. After sorting, these lines became XO at a rate similar to unsorted cells, suggesting that this may be a viable strategy for XX retention in Xmas mESCs (compare Fig. 1H with Fig. 1C,D).

### The modified method stabilises the XX karyotype of F1 mESC lines

We developed our method using Xmas mESCs that are from a C57Bl/6 strain background. To test whether the method benefits another background, we derived mESCs from FVB/NJ (FVB)/CAST/EiJ (CAST) F1 blastocysts and, after an initial 10-14 day growth period in Keniry2022 conditions, we split individual lines and passaged them for 10 days in Keniry2022 or Mulas2019 conditions to compare the outcomes. As these lines lack Xmas reporters, we measured the X karyotype by DNA florescence *in situ* hybridisation (FISH) with a BAC against the *Huwe1* region of chromosome X. We found substantial stabilisation of the XX karyotype when cells were cultured by our method (Fig. 2A,B), suggesting it improves XX retention in mESC lines of diverse strain backgrounds.

**Fig. 2.**
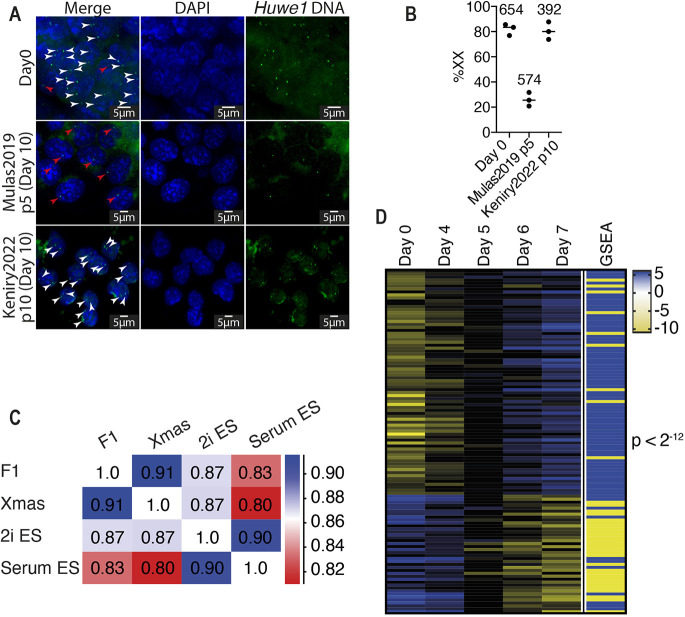
**The XX karyotype is stabilised in multiple strain backgrounds.** (A) DNA fluorescent *in situ* hybridisation for the *Huwe1* region of chromosome X in X^FVB^X^CAST^ mESCs cultured in Mulas2019 conditions for five passages (p5, 10 days) or Keniry2022 conditions for ten passages (p10, 10 days). White and red arrowheads mark *Huwe1* DNA in XX and XO cells, respectively. (B) Quantification of data from A. Numbers indicate cells counted. (C) Pearson correlation of our published RNA-seq from X^FVB^X^CAST^ and Xmas mESCs cultured in Keniry2022 conditions with published RNA-seq from mESCs grown in serum or 2i/LIF (Marks et al., 2012; Leitch et al., 2013). (D) Expression values (rpm log_2_) from our X^FVB^X^CAST^ RNA-seq during differentiation compared with a mESC differentiation gene set (GSEA). Yellow indicates downregulation and blue indicates upregulation in the GSEA gene set. *P*-value determined by Chi-square test.

### The modified method does not alter mESC identity

We next sought to identify potential effects of our conditions on cell identity, by comparing published mESC RNA-seq from Xmas and FVB×CAST F1 mESCs grown under our conditions, with mESCs grown in 2i/LIF or serum-containing media under traditional conditions (Keniry et al., 2022; Marks et al., 2012; Maza et al., 2015). All datasets were highly correlated; however, cells grown using our method were more highly correlated with mESCs grown in 2i/LIF than in serum-containing media (Fig. 2C and Fig. S1C). This was to be expected, as our conditions use 2i/LIF. Therefore, the naïve pluripotent state expected in 2i/LIF mESCs is likely maintained by our modified method.

We next sought to determine the differentiation potential of mESCs cultured under our conditions by reanalysing our published RNA-seq for FVB×CAST F1 mESCs during differentiation (Keniry et al., 2022). We compared these data with a mESC differentiation gene set and found very high correlation (*P*<2^−12^, Fig. 2D), suggesting that mESCs under our conditions differentiate with similar transcriptional kinetics to known mESCs. We have previously shown that Xmas mESCs under our conditions form teratomas containing differentiated cells of all three germ layers upon injection into nude mice (Keniry et al., 2022). Importantly, XCI proceeds with the expected epigenetic hallmarks when mESCs grown under our modified conditions are differentiated *in vitro* (Keniry et al., 2022).

### The modified culture conditions maintain DNA hypomethylation of XX cells

DNA methylation has a stabilising effect on the genome; therefore, we tested whether our conditions maintain karyotype by relieving XX-associated hypomethylation. We grew Xmas mESCs under our conditions and separated XX and XO populations by FACS of the Xmas reporter alleles, then measured DNA methylation by reduced representation bisulfite sequencing (RRBS). This revealed XX mESCs remain globally hypomethylated compared with XO cells (Fig. 3A), including at imprinting control regions and repetitive elements (Fig. 3B,C). 

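Xmas mESCs are female mouse embryonic stem cells of a C57BL/6 background in which GFP and mCherry mark different X chromosomes, so FACS separates cells with both reporters (XX) from cells that have lost an X chromosome (XO). RRBS reads a CpG-rich part of the genome after bisulfite treatment, which leaves methylated cytosines in place and converts unmethylated ones, and the methylation of a CpG (%mCpG) is the percentage of its reads that kept the cytosine. There was 1 XX library and 1 XO library, without replicates, so no difference between them has a replicate error and the karyotypes were not tested against each other. The paper gives 12 passages in culture before sorting, whereas the sample labels give 7.
The authors deposited %mCpG for 1782730 CpG cytosines, with a value in both libraries for each of them and the strands of a CpG listed separately. Read counts and coverage are not part of the table used here, so the depth of the libraries is unknown. The paper's text refers to an earlier study for the preparation and analysis of the libraries and names no aligner, genome build or coverage minimum for them. When the positions were compared with GRCm38, 890585 were the cytosine of a CpG on the forward strand, 892094 were one on the reverse strand and 51 were on no CpG.
Differences are given as XX minus XO in percentage points. A fall or a rise means a lower or higher value in XX than in XO cells and gives no order in time. Each is followed by the 95% interval from resampling 1 Mb stretches of the genome 1000 times, which describes its spread over the genome and is not replicate error. Measurement noise was estimated at the 426739 CpGs that had values on both strands. The median absolute difference between the strands was 3.23 points in the XX library and 4.17 points in the XO library, and the SD of the difference was 12.0 and 14.4 points. Across these CpGs, which are not independent replicates, XX minus XO on the forward strand had a Pearson correlation of 0.379 with that on the reverse strand, so single CpGs were measured with little precision. CpG islands were called on the repeat-masked GRCm38 sequence and genes were taken from GENCODE M21. Imprinting control regions were placed by the transcription start sites of imprinted genes, as the paper's text does not list its regions. Repeats were the soft-masked sequence of GRCm38 with all classes together, because L1, SINE and LTR elements were not annotated separately here.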

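Over 1756096 autosomal CpGs, mean methylation was 17.6% in XX cells and 25.7% in XO cells, so it fell by 8.11 points (95% interval -8.26 to -7.96). XX values were lower at 53.5% of these CpGs and higher at 26.4%, and the remainder were equal. The result moved most when each 10 kb window with at least 3 CpGs was counted once, which gave 29.5% in XX and 45.4% in XO cells. Within autosomal protein-coding genes, the mean over 1203603 CpGs was 15.2% in XX and 21.8% in XO cells, and it fell by 6.55 points (-6.68 to -6.42). When each gene body was divided into 100 equal parts and each 10 kb flank into 100 parts, XX was below XO in 300 of 300 parts. The gap was smallest near the transcription start, with 6.48% in XX and 7.62% in XO cells in the first part of the gene body. It widened to 24.6% in XX and 37.6% in XO cells over the last 20 parts. Means over the upstream flank were 12.7% in XX and 16.9% in XO cells, and those over the downstream flank were 15.0% and 20.8%.
At 18 imprinting control regions with at least 3 CpGs, the median was 16.0% in XX and 28.2% in XO cells, and it fell by 12.2 points (95% interval over regions -16.9 to -3.75). At 171446 autosomal CpGs in repeats, mean methylation was 30.3% in XX and 47.1% in XO cells, and it fell by 16.9 points (-17.2 to -16.6), the largest fall of these autosomal sets of CpGs. From the profile over genes and the values at imprinting control regions and repeats (Fig. 3A-C), the paper concludes that XX cells stay hypomethylated under its conditions, and from this it proposes that increased DNA methylation is not what stabilises the XX karyotype.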

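Methylation at CpG islands was low in both libraries. Among 13895 autosomal islands with at least 3 CpGs, the median was 5.85% in XX cells (25th and 75th centiles 3.01% and 10.8%) and 7.01% in XO cells (3.63% and 12.7%). The median fell by 1.15 points (95% interval -1.28 to -1.04), and 61.9% of the islands were lower in XX cells. Among 343 X-linked islands, the median was 4.06% in XX cells (1.32% and 8.50%) and 4.84% in XO cells (1.26% and 11.8%). It fell by 0.774 points, with an interval of -1.996 to -0.0638 that reached almost to 0, and 54.2% of the islands were lower in XX cells. The median of the differences of single islands was -0.921 points on autosomes and -0.358 points on the X chromosome. In comparison, autosomal CpGs outside islands fell by 15.1 points. For the autosomal islands, the alternative that moved the result most was to leave out CpGs listed at exactly 0% or 100% in both libraries, after which the median fell by 1.78 points. The same setting moved the X-linked islands most, to a difference of -2.54 points, and the mean over X-linked islands differed by -2.06 points, both outside the interval given above. X-linked islands of at least 500 bp differed by -0.332 points and those with at least 10 CpGs by -0.913 points, both within that interval.
Differences of at least 20 points were found at few autosomal islands, with 297 lower and 85 higher in XX cells. On the X chromosome, 10 islands were lower and 3 higher by that much. Of the 274 X-linked islands with at least 10 CpGs, the largest rise was at an island at the start of Syap1 (GRCm38 chromosome X, 162888147 to 162888703), where 12 CpGs averaged 26.8% in XX and 13.3% in XO cells. The next rises were 11.5 points at an island at the start of Dkc1 (75095999 to 75096237) and 11.0 points at an island from 166510205 to 166510729 with no protein-coding gene start within 1 kb. The largest fall among these islands, which was singled out after its values were seen, was larger than any rise. It was at an island from 170676345 to 170678002, within the Asmt gene, where 81 CpGs averaged 8.73% in XX and 60.7% in XO cells.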

There was no difference at CpG islands, which are already hypomethylated (Fig. 3B,C). This trend was observed at both autosomal and X-linked loci. These data suggest the stabilised XX karyotype achieved by our conditions is not due to increased DNA methylation. Therefore, the hypomethylated epigenome of XX mESCs is maintained by our method, suggesting these cells are a suitable model for studying this property of female pluripotency. Conversely, our method is unlikely to stop erosion of DNA methylation observed at imprinting control regions in females (Choi et al., 2017b; Yagi et al., 2017).

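At 26572 X-linked CpGs, mean methylation was 18.7% in XX and 30.7% in XO cells, and it fell by 12.0 points (95% interval -13.4 to -10.7). On each of the 19 autosomes the mean was also lower in XX cells, with differences between -8.87 points on chromosome 14 and -6.94 points on chromosome 11. X-linked CpGs outside islands averaged 26.8% in XX and 45.2% in XO cells. At 7387 X-linked CpGs in repeats, the mean was 32.3% in XX and 54.8% in XO cells, and it fell by 22.5 points (-23.5 to -21.4). The fall on the X chromosome was larger than that on any autosome for all CpGs, for CpGs outside islands and for CpGs in repeats.
The promoters of X-linked genes, taken as 1 kb either side of the annotated transcription start, differed from each other. At Hprt, whose promoter drives the Xmas reporters (chromosome X, 52987137 to 52989137), 60 CpGs averaged 1.28% in XX and 2.05% in XO cells. At Dusp9 (73638419 to 73640419), 38 CpGs averaged 14.5% in XX and 25.6% in XO cells, with a difference of -20.1 points on the forward strand and -2.10 points on the reverse strand. Klhl13 (23364082 to 23366082) went the other way, with 54.9% in XX and 20.0% in XO cells, but only 7 CpGs were listed there and none of them was on the forward strand. No CpG was listed at the promoters of Huwe1 and Xist.

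**Figure D1:**
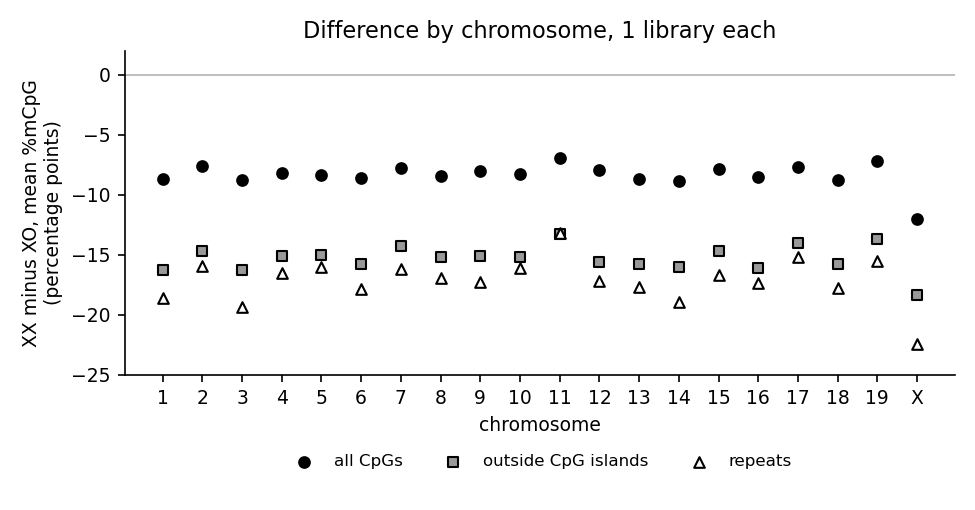
XX minus XO in mean %mCpG, in percentage points, for each autosome and chromosome X, over all CpGs (circles), CpGs outside CpG islands (squares) and CpGs in repeats (triangles). Each point is the difference between 1 XX and 1 XO library; all points lie below 0, and the X chromosome has the lowest value of each kind, such as -22.5 points in repeats.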

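Increases in XX cells were less frequent than decreases. Of all 1782730 CpGs, 22.5% were at least 20 percentage points lower in XX than in XO cells and 3.68% were at least 20 points higher. With a threshold of 10 points these shares were 34.7% and 9.13%, and with 30 points they were 13.6% and 1.57%. When CpGs were averaged in 85086 windows of 10 kb with at least 3 CpGs, 38.05% of the windows were at least 20 points lower in XX cells and 0.376% were at least 20 points higher. Among 12333 protein-coding promoters with at least 10 CpGs, the median difference was -1.16 points, and 171 promoters were at least 20 points lower and 19 at least 20 points higher in XX cells.
The largest fall was at Asmt (GRCm38 chromosome X, 170671644 to 170673644), where 19 CpGs averaged 20.5% in XX and 84.3% in XO cells, with similar differences on the forward strand (-64.8 points) and the reverse strand (-63.0 points). The next were Gm10378 on chromosome 14 (25.8% in XX and 75.8% in XO cells), Apmap on chromosome 2 (14.7% and 58.7%), Acp4 on chromosome 7 (12.6% and 55.6%) and the X-linked gene Rhox2d (12.5% and 53.5%). Gm10378, Acp4 and Rhox2d fell on both strands, with differences between -62.9 and -27.6 points. Of the promoters named here, only Asmt was searched for exact copies elsewhere in the genome. Reads from copies therefore stay possible at the others. At Apmap the fall came from 14 CpGs on the forward strand, and the 2 CpGs on the reverse strand did not differ. The largest rise was at Tomm20l (chromosome 12, 71110428 to 71112428), where 10 CpGs averaged 67.6% in XX and 23.8% in XO cells, with a rise of 52.4 points over 8 CpGs on the reverse strand and 9.47 points over 2 CpGs on the forward strand. It was followed by Ptpn5 on chromosome 7 (52.4% in XX and 20.7% in XO cells), Smim27 on chromosome 4 (41.5% and 10.6%), Myg1 on chromosome 15 (41.4% and 13.3%) and Rorb on chromosome 19 (65.4% and 37.6%). The rise at Smim27 was 34.9 points over 14 CpGs on the reverse strand and 2.17 points over 2 CpGs on the forward strand. The other promoters rose on both strands, by 45.8 points on the forward and 17.4 points on the reverse strand at Ptpn5, 21.0 and 32.2 points at Myg1, and 46.7 and 13.6 points at Rorb.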

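The ratio of XX to XO methylation was compared across CpGs with different methylation in XO cells. Autosomal CpGs with values on both strands were grouped by the XO value of the forward strand and read on the reverse strand, so that noise in the grouping did not enter the ratio. Where the XO value was 30% to 40%, the reverse strand averaged 17.5% in XX and 33.0% in XO cells, a ratio of 0.531 (95% interval 0.525 to 0.538, 16381 CpGs). At 60% to 70% the ratio was 0.578 (0.572 to 0.584, 11102 CpGs). At 90% to 100% the averages were 46.2% in XX and 68.0% in XO cells, and the ratio was 0.679 (0.670 to 0.688, 3567 CpGs). XX methylation was below XO methylation in each 10-point group from 20% upwards, and by a larger fraction at intermediate than at high levels.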

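The 18 imprinting control regions were analysed from 16 maternally methylated promoters, each taken as 1 kb either side of every annotated transcription start of the gene, and 2 paternally methylated regions upstream of Meg3 and Rasgrf1. Methylation was lower in XX cells at 18 of 18 regions, with differences between -40.7 and -2.19 points. The regions held between 7 and 276 CpGs. Genes with several starts, such as Grb10 and Plagl1, also contributed starts that need not be imprinted. The largest fall was at Kcnq1ot1, where 7 CpGs on GRCm38 chromosome 7 from 143295571 to 143295618 averaged 23.6% in XX and 64.3% in XO cells. It was followed by Airn on chromosome 17 (19 CpGs, 14.6% in XX and 39.3% in XO cells), Peg13 on chromosome 15 (36 CpGs, 25.5% and 45.5%), Nap1l5 on chromosome 6 (23 CpGs, 5.26% and 24.1%) and Peg3 on chromosome 7 (8 CpGs, 14.6% and 31.9%). Peg10, Mest, Zrsr1, Impact, Nespas, Grb10, Snrpn, Mcts2, Plagl1 and Slc38a4 had differences between -15.4 and -3.96 points. The smallest fall was at Nnat on chromosome 2, with 25.2% in XX and 27.4% in XO cells over 45 CpGs. Of the paternally methylated regions, Rasgrf1 had 35.3% in XX and 44.1% in XO cells over 8 CpGs, and Meg3 had 24.4% and 27.3% over 12 CpGs. The H19 region held 2 CpGs, under the minimum of 3, and was left out. With any 1 of the regions left out, the difference in the median over regions stayed between -13.5 and -10.9 points, and with CpGs outside islands only, the alternative that moved it most, the median fell by 9.27 points over 13 regions. In sets of autosomal 2 kb windows matched to the regions on their number of CpGs and their XO methylation, the median difference was -8.59 points, against -10.3 points for the median of the 18 regions' differences.

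**Figure D2:**
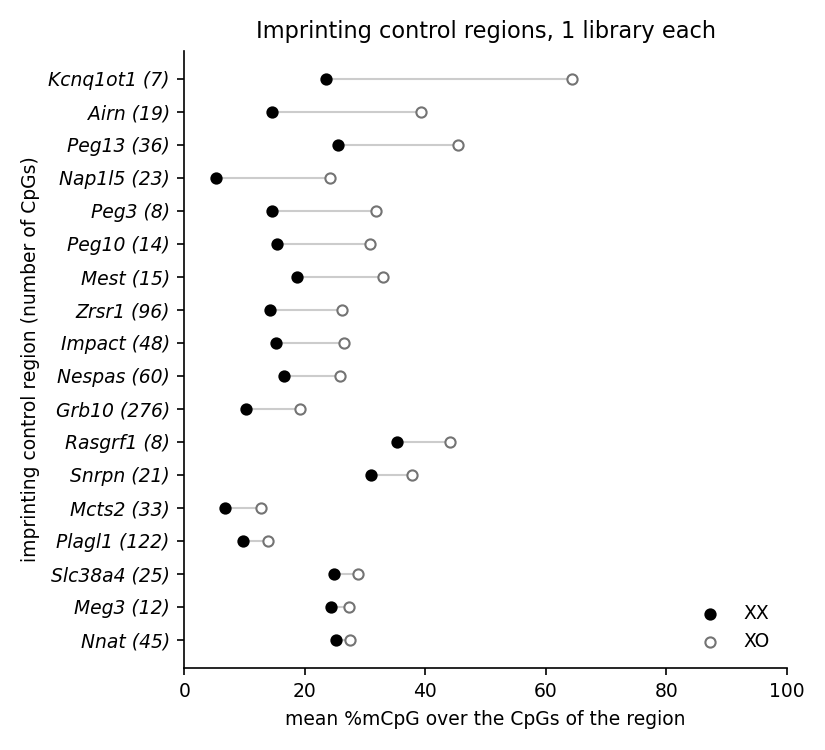
Mean %mCpG of each imprinting control region in the XX library (filled circles) and the XO library (open circles), with the number of CpGs of the region in parentheses and regions ordered by the size of the fall. The XX value lies below the XO value in 18 of 18 regions, with the widest gap at Kcnq1ot1 (23.6% against 64.3%). For genes with several transcription starts, the region also takes in starts that need not be imprinted.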

**Fig. 3.**
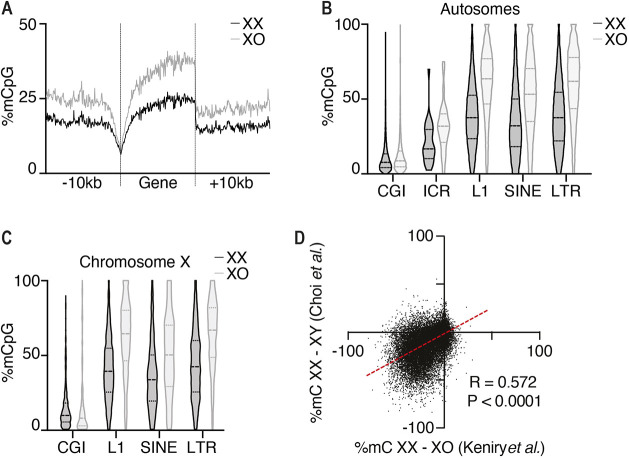
**The modified culture conditions maintain female mESC hypomethylation.** RRBS in FACS XX and XO Xmas cells cultured by our modified method for 12 passages. (A) Average CpG methylation across all autosomal genes ±10 kb. (B,C) CpG methylation at CpG islands (CGIs), imprinting control regions (ICRs) and repetitive elements (L1, SINE and LTR). Dashed line indicates median; dotted lines indicate 25th and 75th centiles. Autosomal (B) and X-linked (C) features are shown separately. (D) Comparison of RRBS with published RRBS (Choi et al., 2017a). Dots represent informative CpGs, dashed red line indicates average. Pearson correlation R-value and associated *P*-values are given.

To determine whether the differential methylation observed between XX and XO Xmas mESCs occurs at CpG sites that are common to differential methylation between female and male mESCs, we reanalysed published RRBS data for XX and XY mESCs (Choi et al., 2017a). As stated in the publication, XX mESCs were hypomethylated compared with XY mESCs, with the sites of hypomethylation being highly correlated with our dataset, suggesting similar loci are differentially methylated between male and female mESCs as for XX and XO mESCs cultured by our method (Fig. 3D).

### The modified culture system improves male mESC fitness

We next tested our method for the culture of more commonly used male mESCs, finding our method decreases doubling time of male mESCs (21.8 h for Keniry2022 versus 24.5 h for Mulas2019; Fig. 4A), although the scale of effect was less than in females.

**Fig. 4.**
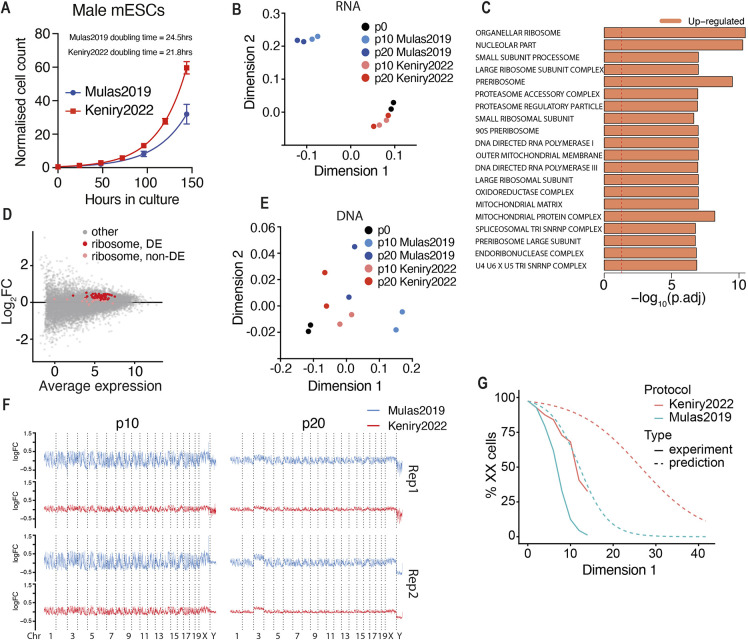
**The modified culture conditions maintain the transcriptome and karyotype of male mESCs.** (A) Growth curves of male mESCs in Mulas2019 or Keniry2022 conditions. Lines indicate non-linear fit (*n*=3). Data are mean±s.d. Calculated doubling times are given. (B) Multi-dimensional scaling plot of RNA-seq data from p0 male mESCs and cells in Mulas2019 or Keniry2022 conditions at p10 and p20 (*n*=2). Mulas2019 has 48 h passaging compared with 24 h in Keniry2022. To compare days in culture, rather than passage, p10 of Mulas2019 and p20 of Keniry2022 are both 20 days culture beyond p0. (C) Gene set testing of p10 and p20 samples in Mulas2019 or Keniry2022 conditions. Dashed line indicates *P*=0.05. (D) MA plot showing fold change (log_2_FC) at genes in male mESCs grown in Mulas2019 or Keniry2022 conditions. Significantly and non-significantly differentially expressed ribosomal genes are indicated in red and pink, respectively. (E) MDS plot of DNA-seq in 1 Mb bins from p0 male mESCs compared with cells cultured in Mulas2019 or Keniry2022 conditions at p10 and p20 (*n*=2). (F) Chromosome coverage plots for male mESCs cultured in Mulas2019 or Keniry2022 conditions. Reads normalised to equivalent positions in p0 samples (*n*=2). (G) Modelling of XX/XO mESC populations grown under Mulas2019 or Keniry2022 conditions based on experimentally determined doubling times. Experimentally determined loss of XX cells, from Fig. 1C, is shown for comparison.

To delve further into how our method may affect male mESCs, we performed a series of genomic experiments after culture with either our protocol or the Mulas2019 protocol. We present these data as passage matched, which most closely aligns the number of cell divisions for each method; however, for comparison of days in culture p20 by the Keniry2022 method is analogous to p10 of the Mulas2019 method. Principal component analysis of RNA-seq showed that our protocol maintained male mESCs transcriptionally similar to cells freshly derived from blastocysts, whereas cells under Mulas2019 conditions diverged (Fig. 4B and Fig. S2A)*.* We identified 5526 differentially expressed genes between methods, with gene set testing revealing significant upregulation of ribosome and mitochondrial genes in cells maintained under Keniry2022 conditions (Fig. 4C,D and Table S1), consistent with the more rapid self-renewal we observe.

DNA-seq on these cells revealed no major karyotypic abnormalities on a chromosome-wide scale (Fig. S2B). However, Y chromosome loss was observed in one line, occurring during derivation, before our experimental culture conditions (Fig. S2B). We are unsure why this occurred; however, Y chromosome instability in culture has been reported (Xu et al., 2017; Liang et al., 2008). Despite no chromosome-wide differences, principal component analysis revealed autosomes from cells cultured under our conditions remained most similar to those of freshly derived cells, whereas cells cultured using the Mulas2019 method diverged (Fig. 4E); consistent with our method stabilising karyotype. Analysing the genome in 1 Mb bins revealed no differentially represented regions in cells cultured using our method (FDR<0.05, log_2_FC>1.1). By contrast, the Mulas2019 method had ∼57% of the genome differentially represented at p10 and ∼5.5% at p20, suggesting prolonged culture selects against major karyotypic abnormalities (Fig. 4F and Table S2). Even when considering equivalent time in culture (p10 Mulas2019 versus p20 Keniry2022), our protocol markedly improves karyotype maintenance. Therefore, our method improves karyotypic maintenance of both male and female mESCs.

As our protocol was optimised empirically, we cannot be sure why it better preserves karyotype or reduces doubling time, but we believe it is due to decreased cell stress. Although our method shortened doubling time of both male and female mESCs, the improvement was greater in XX (∼39% shorter, Fig. 1E) compared with XY (∼11% shorter) mESCs, suggesting cells under more stress benefit most from our method. This provides an explanation of why our method maintains the XX karyotype longer, as an unequal decrease in doubling time between XX and XO cells would lead to XO cells taking longer to out compete and dominate cultures. Indeed, mathematical modelling of this scenario, using the doubling times for XX and XY mESCs, suggests this is more than sufficient to explain the increased XX retention we observe (Fig. 4G). That this model overestimates observed XX retention suggests factors not included in our model, such as a high rate of spontaneous XO conversion, contribute to XX retention. A previous publication reports mESC doubling times between 12 and 30 h (Tamm et al., 2013) in male lines tested. Another study directly compared growth kinetics of male and female mESCs (Song et al., 2019). Similarly, XY cells propagated faster than XX mESCs; however, female cells doubled faster than we observed (every 16.5 h). We are unsure why these cells grow faster; however, the use of F1 hybrid mESCs and serum-containing media is likely to contribute.

Female mESCs in serum/LIF have been used successfully in XCI studies for many years; although they require regular karyotype monitoring, it seems that specific lines maintain a more constant XX to XO ratio than mESCs in 2i/LIF. Cells in serum/LIF media are subject to pro-differentiation signals, but activation of JAK-STAT2 signalling by LIF prevents them from fully differentiating; rather, they maintain a heterogeneous state of primed pluripotency (Niwa et al., 1998; Matsuda, 1999). This may reduce pressure to lose an X chromosome in some cells, eventually stabilising the XX/XO ratio. There are many benefits to using defined 2i/LIF to maintain mESCs in a naïve state, including ease of culture, consistency between experiments, homogeneous cell populations and ease of derivation. In some cases, studying establishment of XCI from the naïve state, as opposed to primed, may be appropriate, depending on the question. Therefore, robust protocols that maintain XX mESCs in defined media are beneficial.

As XO female mESCs lose the unique properties of female pluripotency, it is crucial to maintain high quality cultures of XX mESCs for research. Here, we provide a protocol that makes this more achievable, allowing further discovery of previously hidden facets of this unique female cell type.

## MATERIALS AND METHODS

### Animal strains and husbandry

Animals were housed and treated according to the Walter and Eliza Hall Institute (WEHI) Animal Ethics Committee approved protocols (2014.034, 2018.004, 2020.050 and 2020.047). Xmas mice are on a C57BL/6 background and have been published previously (Keniry et al., 2022). Castaneus (CAST/EiJ) mice were obtained from Jackson laboratories and are maintained at WEHI. FVB/NJ mice were obtained from stocks held at WEHI. Oligonucleotides used for genotyping have been previously published (Keniry et al., 2022).

### Derivation of mESCs

Mouse ESCs were derived as previously described (Keniry et al., 2022). For further details, see the supplementary Materials and Methods.

### Modified culture method for mESCs (Keniry2022)

We provide a fully detailed lab protocol in the supplementary Materials and Methods. In brief, mESCs were maintained in 2i/LIF medium (Ying et al., 2008) [KnockOut DMEM (Life Technologies), 1× Glutamax (Life Technologies), 1× MEM Non-Essential Amino Acids (Life Technologies), 1×N2 Supplement (Life Technologies), 1×B27 Supplement (Life Technologies), 1× β-mercaptoethanol (Life Technologies), 100 U/ml Penicillin/100 µg/ml Streptomycin (Life Technologies), 10 µg/ml Piperacillin (Sigma-Aldrich), 10 µg/ml Ciprofloxacin (Sigma-Aldrich), 25 µg/ml Fluconazol (Selleckchem), 1000 U/ml ESGRO Leukemia Inhibitory Factor (Merck), 1 µM StemMACS PD0325901 (Miltenyi Biotech) and 3 µM StemMACS CHIR99021 (Mitenyi Biotech)] in suspension culture on non-tissue culture treated plates at 37°C in a humidified atmosphere with 5% (v/v) carbon dioxide and 5% (v/v) oxygen. Antibiotic and antimycotics are added to prevent contamination from flushing during the derivation process. We also use versions of 2i/LIF media that contain either low MEK inhibitor (0.5 µM StemMACS PD0325901) or knockout serum replacement (2% final concentration, Life Technologies). Daily passaging of mESCs was performed by allowing unattached colonies to settle in a tube for less than 5 min. Supernatant containing cellular debris was removed before resuspension in Accutase (Sigma-Aldrich) and dissociation at 37°C for 5 min to achieve a single-cell suspension. At least four volumes of mESC wash media [KnockOut DMEM (Life Technologies), 10% KnockOut Serum Replacement (Life Technologies), 100 IU/ml penicillin/100 µg/ml streptomycin (Life Technologies)] were added to the suspension and cells were pelleted by centrifugation at 600 ***g*** for 5 min and plated into an appropriately sized non-tissue culture-treated plate, never flasks, in an excess of 2i/LIF media. Cells were assessed for XX karyotype regularly by flow cytometry.

For comparison of our method with that of Mulas et al. (2019), Xmas mESC lines were derived over approximately 10 to 14 days. At the beginning of our experimental timecourse, each line was split into both culture conditions, such that each replicate has a matched sample in each condition.

We also used a variant of this method where cells were grown on plates coated with 0.1% gelatin when producing Fig. S1B. Culture conditions were otherwise identical.

### Current best practice culture method for mESCs (Mulas2019)

For comparison of our method, we used the current state-of-the-art method for mESC culture (Mulas et al., 2019), exactly as described apart from the addition of Piperacillin, Ciprofloxacin and Fluconazol to the 2i/LIF media, as described above. Aside from this, all reagents were as for our modified culture method. The primary differences of the Mulas2019 culture method are that plating density is decreased, passaging occurs every 48 h, cells grow on a gelatin substrate in tissue culture-treated plates and media volumes are decreased compared with the Keniry2022 method.

### Differentiation of mESCs

Our mESC differentiation protocol has been published previously (Keniry et al., 2022). Briefly, we employ undirected differentiation by transitioning cells from 2i/LIF media into DME HiHi media (DMEM, 500 mg/l glucose, 4 mM L-glutamine, 110 mg/l sodium pyruvate, 15% fetal bovine serum, 100 U/ml penicillin, 100 μg/ml streptomycin, 0.1 mM nonessential amino acids and 50 μM β-mercaptoethanol) in 25% increments every 24 h. Cells continue to differentiate in 100% DME HiHi media. For staging, we refer to the first day of differentiation as being day 0, when cells are placed into 75% 2i/LIF and 25% DME HiHi.

### Flow cytometry analysis and sorting

Cells were prepared in KDS-BSS with 2% (v/v) FBS, with dead cells and doublets excluded by size and analysed using a BD LSRFortessa cell analyser. Flow cytometry data were analysed using FlowJo. For fluorescence-activated cell sorting, single cell suspensions were prepared in KDS-BSS buffer with 10% Knockout Serum Replacement (KSR, Life Technologies). Sorting was performed with a BD FACSAria Fusion, with cells collected in 100% KSR.

### RNA-seq library generation and analysis

For the RNA-seq depicted in Fig. 2C,D, we compared published datasets (Marks et al., 2012; Maza et al., 2015). For the RNA-seq depicted in Fig. 4B-D, we derived male C57Bl/6 mESCs using our culture methods, for two independent lines. These cells were then split in two (p0) and cultured for ten and 20 passages using either the conditions provided in this report or the Mulas2019 method. Cells were collected by the addition of lysis buffer and RNA was extracted using the Quick-RNA MiniPrep kit (Zymo Research). Next Generation Sequencing libraries were prepared using by TruSeq RNA sample preparation kit (Illumina). Samples were sequenced in-house on the Illumina NextSeq500 platform producing 75 bp single-end reads. Quality control and adapter trimming were performed with fastqc and trim_galore (http://www.bioinformatics.babraham.ac.uk/projects/trim_galore), respectively. Reads were aligned to the mm10 reference genome using histat2 (Kim et al., 2015). Expression values in reads per million (RPM) were determined using the Seqmonk package (www.bioinformatics.babraham.ac.uk/projects/seqmonk/), using the RNA-seq Quantitation Pipeline. Initial data interrogation was performed using Seqmonk.

Gene set testing and differential gene expression analysis were performed by making two groups by pooling samples at all passages from either the Mulas2019 culture method or the Keniry2022 method. Genes with expression values below 0 rpm log_2_ were filtered from the analysis. Differential expression analysis between the two mESC culture methods was performed on gene-level counts with TMM normalisation, filtering out genes expressed in fewer than half the samples, using edgeR v3.26.7 (Robinson et al., 2010; McCarthy et al., 2012). Model-fitting was performed with voom v3.40.6 (Law et al., 2014) and linear modelling followed by empirical Bayes moderation using default settings. Differential expression results from voom were used for gene set testing with EGSEA v1.12.0 (Alhamdoosh et al., 2017) against the c5 Gene Ontology annotation retrieved from MSigDB, aggregating the results of all base methods by ‘fry’ and sorting by median rank.

### DNA-seq library preparation and analysis

We derived male C57Bl/6 mESCs using our culture methods for two independent lines. After an 18 day derivation period, cells were split in two (P0) and cultured for ten and 20 passages using either the Keniry2022 conditions given in this report or the Mulas2019 method, described above and by Mulas et al. (2019). Note that the Mulas2019 method has 48 h splitting rather than the 24 h splitting used in the Keniry2022 method; thus, to compare samples that are days in culture matched, rather than passage matched, p10 of Mulas2019 and p20 Keniry2022 are both 20 days in culture beyond p0. Sequencing libraries were prepared using the TruSeq DNA sample preparation kit (Illumina) and sequenced in-house on the Illumina NextSeq500 platform with 75 bp single-end reads. Reads were mapped to mm10 with bowtie2 (Langmead and Salzberg, 2012) and counted in 1 Mb bins along the genome using the GenomicAlignments R/Bioconductor package (Lawrence et al., 2013). The percentage of reads mapped to each chromosome was calculated. Only bins on the autosomes and sex chromosomes were included and those bins overlapping the ENCODE blacklisted regions were excluded. For each sample, we computed the coverage of each bin in log counts per million. We then computed the log fold changes by comparing each sample with the relevant p0 sample and plotted these by bin position along the genome. We used the edgeR R/Bioconductor package (Robinson et al., 2010) to perform a multidimensional scaling plot of distances between samples based on the log fold changes. Differential abundance analysis was performed using edgeR and limma (Ritchie et al., 2015). Briefly, the voom method (Law et al., 2014) was used to prepare count data for linear modelling and the within-cell-line correlation estimated using the ‘duplicateCorrelation’ function from the limma package (Smyth et al., 2005). The voom method was then re-applied (now accounting for the within-cell-line correlation), the within-cell-line correlation was re-estimated and these transformed data were used as the input to a linear model with a design matrix encoding the passage number and protocol of each sample, while blocking the cell line and including the estimated within-cell-line correlation when fitting the linear models. We used the empirical Bayes statistics (Phipson et al., 2016) to test for differential abundance at p10 versus p0 and p20 versus p0 within each protocol at a false discovery rate of 0.05 and requiring a minimum log2-fold change of 1.1 (McCarthy and Smyth, 2009).

### DNA fluorescence *in situ* hybridisation

DNA fluorescence *in situ* hybridisation (FISH) was performed as previously described (Chaumeil et al., 2008) on female mESCs derived by crossing FVB/NJ (FVB) dams with CAST/EiJ (CAST) sires, then passaged with either the Mulas2019 or the Keniry2022 method. The X chromosome was detected with a BAC probe against the *Huwe1* region (RP24-157H12), as previously described (Patrat et al., 2009). The probe was labelled with Green-dUTP (02N32-050, Abbott) using nick translation (07J00-001, Abbott). The cells were mounted in Vectashield antifade mounting medium (Vector Laboratories) and visualised on LSM 880 or LSM 980 microscopes (Zeiss). Images were analysed using the open source software FIJI (Schindelin et al., 2012).

### Reduced representation bisulfite sequencing

Xmas mESCs were cultured for 12 passages using our modified method, before being FACS separated into XX and XO populations based on the Xmas reporter alleles, using a BD FACSAria III Cell Sorter. Reduced representation bisulfite libraries were prepared and analysed as previously described (Yin et al., 2016). For the comparison with published data shown in Fig. 4D, we used data from Choi et al. (2017a) (a GEO deposit with accession number GSE68733).

### Growth curve modelling

We modelled the proportion of XO cells as a function of time in culture as 
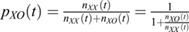
, with the numbers of XX and XO cells following simple exponential growths with doubling frequencies *λ*_*XX*_ and *λ*_*XO*_:

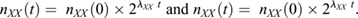

Thus,

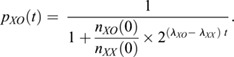

Based on the experimental curves, for the Mulas2019 and Keniry2022 protocols,

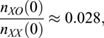
while the division frequencies derived from Fig. 1E gave: Δ*λ*_*Mulas*_=*λ*_*XO*_−*λ*_*XX*_=(24.5)^−1^−(43.3)^−1^=0.0177 *h*^−1^ and Δ*λ*_*Keniry*_=(21.8)^−1^−(26.5)^−1^=0.00814 *h*^−1^.

Plugging these numbers into the formula for the proportion of XO cells illustrated that a smaller difference in division frequencies (Δλ) under the new conditions could easily explain the longer retention of the XX karyotype. Data were plotted in R 4.2.1 with the ggplot and cowplot packages.

### Statistics

Sample sizes (*n*) are given in the figure legends. As effect sizes were unknown before experiments, no power calculations were performed. No data were excluded. Biological replicates were typically mESC lines derived from different individual embryos, with test and control experiments performed on the same mESC line. Experiments were not blinded or randomised. Experiment-specific statistical tests are detailed in the figure legend for that experiment. All tests were two-tailed and multiple testing corrections were applied as appropriate.

## Supplementary Material

Click here for additional data file.

10.1242/develop.200845_sup1 Supplementary information Click here for additional data file.

# Supplementary material for: A method for stabilising the XX karyotype in female mESC cultures
**Source:** Development. 2022 Nov 28;149(22):dev200845. doi: 10.1242/dev.200845
**Supplement:** Supplementary information

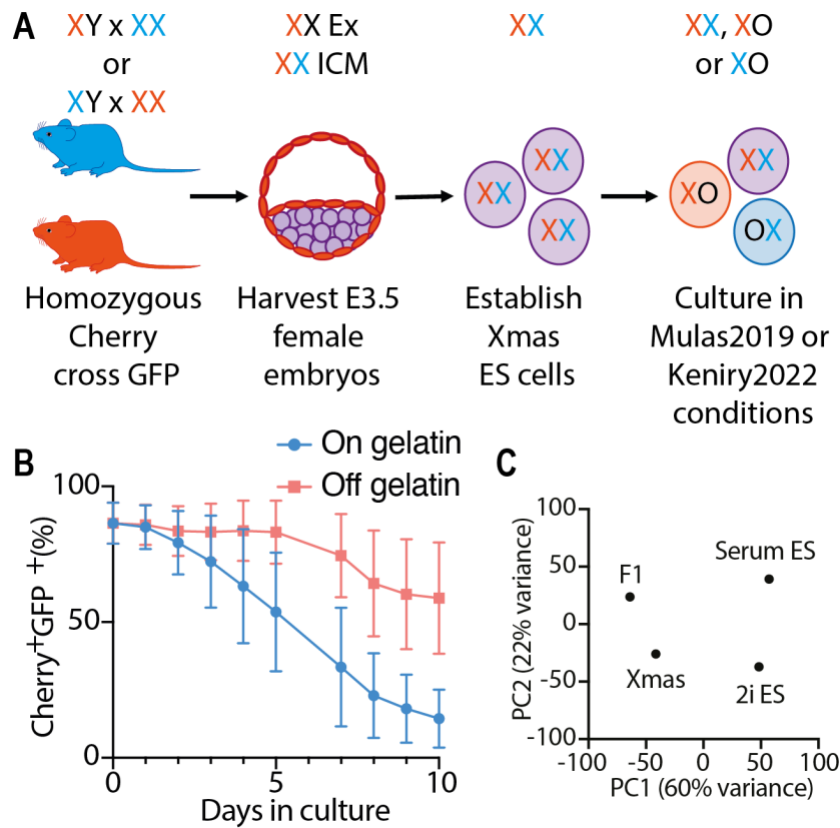

**Fig. S1. Development of modified culture conditions**

(A) Colour blind friendly version of Fig. 1A. mCherry is represented in orange and GFP in blue. (B) Flow cytometry data from primary female Xmas mESCs maintained in 2i/LIF media for 10 days either attached to gelatin (On) or without an attachment substrate (Off), both passaged daily, where presence of the reporter alleles indicates the X karyotype of the cell. (C) Principal component analysis of our own published RNA-seq from  $X^{FVB}X^{CAST}$  and Xmas mESCs cultured by our modified conditions together<sup>19</sup> with other publicly available RNA-seq from mESCs grown in serum or mESCs grown in 2i/LIF<sup>20, 21</sup>. Related to Fig. 2.

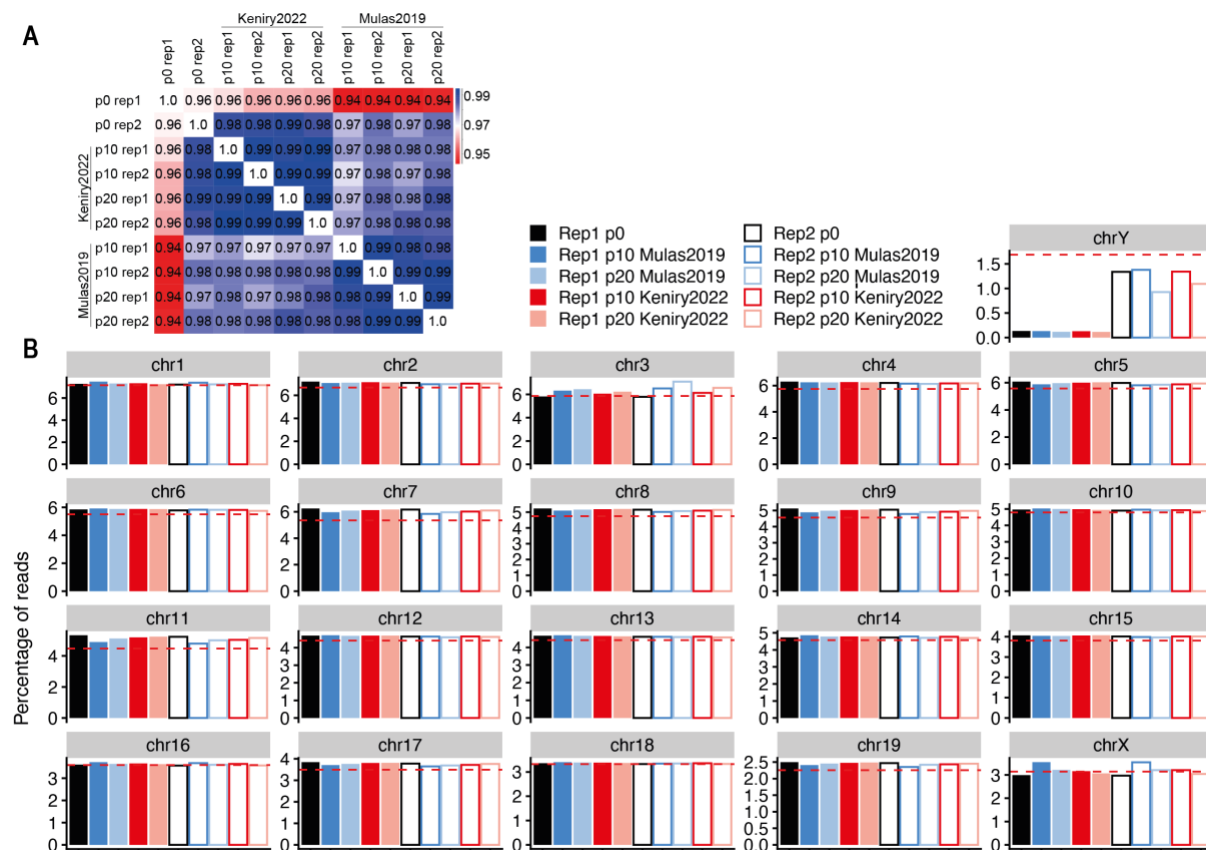

**Fig. S2. No chromosome wide abnormalities in male mESCs cultured by Mulas2019 or Keniry2022 conditions.**

(A) Pearson correlations of RNA-seq data from p0 male mESCs compared to cells cultured in either Mulas2019 or Keniry2022 conditions at p10 and p20 ( $n = 2$ ). Note that the Mulas2019 method has 48h splitting rather than 24h in the Keniry2022 method, thus to compare samples that are days in culture matched, rather than passage matched, p10 Mulas2019 and p20 Keniry2022 are both 20 days in culture beyond p0. These data relate to Fig. 4. (B) Bar graphs showing DNA-seq data from male mESCs maintained in 2i/LIF media with the percentage of total reads mapping to the indicated chromosomes at p0 or following p10 or p20 passages in either Mulas2019 or Keniry2022 culture conditions. Dotted lines indicate the expected percentage of reads that should map to the chromosome based on chromosome length. Data for two independent male mESC lines are shown. Note that the Mulas2019 method has 48h splitting rather than 24h in the Keniry2022 method, thus to compare samples that are days in culture matched, rather than passage matched, p10 Mulas2019 and p20 Keniry2022 are both 20 days in culture beyond p0.

### **Table S1. Differential gene expression analysis of RNA-seq data from male mESC**

Results of differential gene expression between male mESCs cultured with either Mulas2019 or Keniry2022 conditions. p10 and p20 samples have been considered replicates in this analysis.

[Click here to download Table S1](#)

### **Table S2. Differential genomic representation analysis of DNA-seq data from male mESC**

Results of differential genomic representation of 1Mb bins between male mESCs cultured with either Mulas2019 or Keniry2022 conditions. The logFC value and the adj.P.Val compares the indicated sample with the equivalent p0 sample.

[Click here to download Table S2](#)

## **Supplementary Materials and Methods**

### **Modified mESC Culture Protocol**

This note contains a full lab working protocol for the Keniry2022 culture method of mESCs.

## **Xmas mESC methods**

### **Materials**

- Superovulated pregnant females at E3.5 following  $X^{Hprt-mCherry}X^{Hprt-mCherry} \times X^{Hprt-GFP}Y$  or  $X^{Hprt-GFP}X^{Hprt-GFP} \times X^{Hprt-mCherry}Y$  inter-crosses.
- Benchtop centrifuge
- Incubator set to 37°C, 5% O<sub>2</sub>, 5% CO<sub>2</sub> and humidified.
- Dissection microscope
- Nunc Non Treated multi-dishes (24-well cat#144530, 12-well cat#150200 and 6-well cat#150239).
- 96-well round bottom plate
- IVF petri dishes
- Mouth pipette
- Dissecting tools
- 25-gauge needles
- Xmas wash media (see section **Xmas wash media**)
- 2i Media (see section **2i Media**)
- M2 media
- Phosphate buffered saline (PBS)
- Trypsin-EDTA
- Accutase™

### **Notes before starting**

- Best results are achieved when these C57BL/6 strain females receive folligon for superovulation between the ages of 28 and 32 days. This changes with different strain backgrounds.
- The direction of the inter-cross is not important and will yield similar Xmas mESCs regardless of which strain provides the dam and which provides the sire.
- It is critical to always work quickly to minimise the time cells are out of the incubator.
- Utilise aseptic technique as much as possible, however we find it more comfortable to perform microscopy and mouth pipetting outside of a tissue culture hood, but with freshly cleaned equipment.
- Note that we use antibiotic and antimycotic in our 2i media as unwanted yeast and bacteria are frequently obtained when flushing uterine horns. We have tested multiple antibiotics and antimycotics and while the ones listed below best maintain the XX karyotype, better maintenance is achieved when these are left out of the media.
- Once genotyped, individual Xmas mESC outgrowths can be pooled to increase cell numbers more rapidly.
- Limit the amount of times an incubator is accessed while culturing Xmas mESCs as fluctuations in temperature and atmosphere (low oxygen) will negatively impact results. Ideally only open the incubator during one period per day.
- Cells more stably maintain the XX karyotype when cultured at a higher density, compared to a lower density. Err on the side of higher density when deciding how to split cells.
- Keep passaging times as close to 24 hours apart as possible. Less than 24 hours results in a low density of cells at passaging, while longer leads to yellowing of

the media and clumping of the cells, both of which promote loss of the XX karyotype.

- Never pre-warm the bottle of Accutase as it loses potency rapidly when out of the fridge. Instead, aliquot and pre-warm to 37°C.
- Pre-aliquot and warm only the required amount of 2i media to 37°C.
- Xmas mESCs must be cultured in round wells of non-tissue culture treated plates, as the round wells encourage cells to cluster in the middle of the well. Cells cultured in square flasks will disperse throughout the flask, promoting loss of the XX karyotype as local confluency is decreased.
- Perform desired experimentation as soon as the required number of cells is required. If a cell line drops below 80% XX we discard the line and do not experiment on it.
- We use this protocol for deriving and culturing all mESC lines, not just Xmas mESC lines, with the exception that lines which do not carry the Xmas reporter alleles must be sexed and genotyped by PCR.

### Harvesting blastocysts

1. Add 500  $\mu$ L of 2i medium to each well of a non-tissue culture treated 24-well plate, allowing one well for each expected blastocyst. For each pregnant female, add 1 mL of 2i media to two 3.5cm IVF petri dishes and 1mL M2 medium to 2 IVF petri dishes. Allow media to equilibrate in 37°C, 5% CO<sub>2</sub>, 5% O<sub>2</sub> humidified incubator for at least 30 minutes.
2. Euthanise pregnant females and remove uterine horns using sterile technique. Store uterine horns in room temperature PBS until all dissections are complete.
3. Using the equilibrated M2 media, flush blastocysts from uterine horns using a 25-gauge needle back into the IVF petri dish. Use a new petri dish for each pregnant female.
4. Under a dissection microscope, wash blastocysts by sequentially mouth-pipetting embryos into a clean pre-prepared and equilibrated petri dish of M2 media, then to a petri dish of 2i media and finally into another petri dish of 2i media. Take care not to transfer debris.
5. Plate embryos into individual wells of the 24-well plate with equilibrated 2i media and incubate in 37°C, 5% CO<sub>2</sub>, 5% O<sub>2</sub> humidified incubator for 7 days.

### Dissociating outgrowths

1. After 7 days a prominent inner cell mass outgrowth should be visible. For each outgrowth, add 500  $\mu$ L of 2i media to a well of a non-tissue culture treated 24-well plate, and equilibrate in 37°C, 5% O<sub>2</sub>, 5% CO<sub>2</sub> humidified incubator.
2. For each outgrowth, in a 96-well round bottom plate prepare a well of PBS, followed by a well of Trypsin, a well of Xmas Wash media and a well of 2i media. Use a volume of 100  $\mu$ L for each media. For best results, this plate should remain at room temperature.
3. Pick outgrowths by mouth pipetting under a dissection microscope and transfer sequentially through PBS, Trypsin, Xmas Wash media and 2i in the pre-prepared 96-well plate. The outgrowths will need 5-8 minutes in the Trypsin well at room temperature and must be monitored under the microscope. Once there are signs that the outgrowth is beginning to dissociate it can be moved to the Xmas Wash well, then immediately to the well containing 2i media.
4. Once in 2i media, use a P200 pipette to dissociate the outgrowth into small clumps of cells by pipetting up and down 2-5 times before transferring media

containing cells into the equilibrated 24-well plate of 2i media. Note that at this point a small portion of single cells from each outgrowth can be used for sex genotyping by flow cytometry. This is our preferred method as it allows us to pool multiple female outgrowths, thereby hastening the time taken to grow the required number of cells for an experiment.

5. Incubate in 37°C, 5% CO<sub>2</sub>, 5% O<sub>2</sub> humidified incubator. Xmas mESC lines are now established and should be passaged as below.

### **Maintenance of Xmas mESCs (Keniry2022 mESC protocol)**

1. Passage Xmas mESCs every 24 hours in culture (note that the first passage following derivation is often better performed following 48 to 72 hours post derivation).
2. Pre-warm appropriate amount of 2i, Accutase and Xmas Wash media (see section **Media volumes for maintaining Xmas mESCs**).
3. Pipette Xmas mESCs and media out of their well and into a 10 ml centrifuge tube. Centrifuge at 500 rpm for 1 minute. Remove and discard all but the last ~50 µl of media.
4. Add Accutase (500 µl for a small well up to 2 ml for a full 6-well plate), resuspend cells by swirling (not pipetting) and incubate at 37°C for 3-4 minutes.
5. Using a 1 ml pipette triturate cells 6 times to produce a single cell suspension and confirm under a microscope.
6. Add 4 volumes of warm Xmas Wash media and invert to mix.
7. Spin at 1,500 rpm for 3 minutes and remove supernatant by tipping. Note, that this will leave behind approximately 100 µL of wash media, which should be blotted with a tissue to avoid significantly diluting the 2i media, especially when culturing in lower media volumes.
8. Resuspend cells in 2i media (see section **Media volumes for maintaining Xmas mESCs**) and transfer to an appropriate size well of a non-tissue culture treated plate (see section **Typical passaging scheme**).
9. Incubate in 37°C, 5% CO<sub>2</sub>, 5% O<sub>2</sub> humidified incubator.
10. Passage cells every 24 hours.

### **Media volumes for maintaining Xmas mESCs**

Culture Xmas mESCs in an abundance of 2i media, as media that has yellowed promotes loss of the XX karyotype. Typical media volumes for each well size are below:

|         |      |
|---------|------|
| 24-well | 1 ml |
| 12-well | 2 ml |
| 6-well  | 5 ml |

### **Typical passaging scheme**

Xmas mESCs must be cultured in round wells of non-tissue culture treated plates. Xmas mESCs double approximately every 24 hours, so typically cells are passaged into twice the number of wells they began in, however if their density will not reach  $2 \times 10^5$  cells/ml, then they should be returned to a smaller sized well. Note, that cells should not be counted during passaging as the time taken to do this will promote loss of the XX karyotype. Instead, it is necessary to learn to judge cell density by eye. Successful Xmas mESC derivations tend to follow a similar routine of passaging following the dissociation of outgrowths, as follows:

|       |                                                                                                                   |
|-------|-------------------------------------------------------------------------------------------------------------------|
| Day 1 | 10 - 40 female Xmas outgrowths dissociated and genotyped, and all females pooled into 1x well of a 24-well plate. |
| Day 2 | No passage required                                                                                               |
| Day 3 | Passage back into 1x 24-well                                                                                      |
| Day 4 | Passage into 2x 24-wells                                                                                          |
| Day 5 | Passage into 1x 12-well                                                                                           |
| Day 6 | Passage into 2x 12-wells                                                                                          |
| Day 7 | Passage into 1x 6-well                                                                                            |
| Day 8 | For each additional day double the number of wells of a 6-well plate                                              |

This scheme is intended as a guide and should be adapted to each Xmas mESC derivation.

### Inhibitors and drugs

- **MEKi (PD0325901, 10mM)** Add 415  $\mu$ l of DMSO to 2 mg vial of MEKi. Invert to mix and aliquot into 25  $\mu$ l aliquots. Store at -20°C.
- **GSKi (CHIR99021, 10mM)** Add 430  $\mu$ l of DMSO to 2 mg vial of GSKi. Warm to 37°C for 5 mins. Invert to mix and aliquot into 150  $\mu$ l aliquots. Store at -20°C.
- **Fluconazole (5 mg/ml)** Add 1 ml of DMSO to 5 mg powdered fluconazole and mix well. Aliquot into 50  $\mu$ l aliquots and store -20°C.
- **Ciprofloxacin/Piperacillin (10 mg/ml)** Dissolve 50 mg of powdered Ciprofloxacin and 50 mg of powdered Piperacillin in 5 ml of water. Aliquot into 500  $\mu$ l aliquots and store -20°C.

### 2i media (for 500 ml)

|             |                                            |
|-------------|--------------------------------------------|
| 465 ml      | Knockout DMEM                              |
| 10 ml       | Glutamax (100x)                            |
| 5 ml        | Pen/Strep (100x)                           |
| 5 ml        | Non-essential Amino Acids (100x)           |
| 900 $\mu$ l | 2-mercaptoethanol (55 mM)                  |
| 5 ml        | N2 supplement (100x)                       |
| 10 ml       | B27 supplement (50x)                       |
| 500 $\mu$ l | Piperacillin/Ciprofloxacin (10 mg/ml each) |
| 1 $\mu$ l   | Fluconazole (5 mg/ml)                      |
| 50 $\mu$ l  | MEKi (10 mM)                               |
| 150 $\mu$ l | GSKi (10 mM)                               |
| 50 $\mu$ l  | ESGRO/LIF (10 <sup>7</sup> units/ml)       |

- Filter sterilise, wrap in foil and store at 4°C for up to a month.

### Xmas Wash (for 500ml)

|        |                            |
|--------|----------------------------|
| 450 ml | Knockout DMEM              |
| 50 ml  | Knockout serum replacement |
| 5 ml   | Pen/Strep (100x)           |

- Filter sterilise and freeze at -20°C in 50 ml aliquots.

How the deposited data were processed for this re-analysis (not part of the article)

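DNA methylation was measured by RRBS in Xmas mESCs cultured by the modified method and sorted by FACS into XX and XO cells, with 1 library per karyotype. The authors deposited, for each CpG cytosine, the percent of reads that were methylated in the XX and in the XO library. The form of their table is that of a report from the Seqmonk package, which the paper names for its RNA-seq. The text names no aligner, genome build or coverage minimum for RRBS. All 1782730 rows had a value in both libraries, 0 rows were missing a value, 0 positions were listed more than once, and the table had 0 further columns of sample values. Both columns run from 0 to 100. No counts or coverage were used, so the depth of each library is unknown, and no interval that needs the depth was computed. A CpG listed at 0% or 100% can rest on few reads.

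Positions were compared with the GRCm38.p6 reference, on which all but 51 lay on a cytosine of a CpG. No row was removed. The CpGs were assigned to genes of GENCODE M21 (21938 protein-coding genes, or 55413 genes of any type as an alternative). CpG islands were called on the repeat-masked chromosomes by a running score of 17 for each CpG and -1 for any other base, keeping stretches longer than 200 bp with a GC content of at least 50% and a ratio of observed to expected CpGs above 0.6. This gave 16099 islands, of which 8678 passed a stricter definition (500 bp, 55% and 0.65). The paper's text does not give its island definition, its list of imprinting control regions or its repeat annotation, so the regions used here need not be those in Fig. 3B,C. Imprinting control regions were 1 kb either side of every annotated transcription start of 16 genes, and the stretches from 4 to 2 kb upstream of H19, 16 to 10 kb upstream of Meg3 and 40 to 28 kb upstream of Rasgrf1. Genes with several starts, such as Grb10 and Plagl1, thereby also contribute starts that need not be imprinted. Repeats were the soft-masked bases of the reference.

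Means were taken over CpGs for autosomes, chromosome X, gene bodies and repeats. For islands and imprinting control regions, each feature with at least 3 CpGs had the mean of its CpGs, and the median over features was reported. Intervals are the 2.5th and 97.5th centiles of 1000 resamplings of 1 Mb stretches (of regions, for imprinting control regions) with a fixed seed. As there are no replicates, no p-values are given. Neighbouring CpGs are often read together, and the intervals allow for this but do not cover differences between cultures. The sets of CpGs, the summaries, the alternatives and the rule for the genes named were fixed before the data were examined. By that rule the text names the X-linked genes of the paper, Xist, the imprinted genes, the 5 protein-coding promoters with the largest fall and the 5 with the largest rise (1 kb either side of the transcription start, at least 10 CpGs), and the 3 X-linked islands with the largest rise (at least 10 CpGs).

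The alternatives were to leave out CpGs listed at exactly 0% or 100% in both libraries, to use only CpGs outside islands, to take the median over CpGs or the mean over features, to count each 10 kb window or gene once, to require 10 CpGs per feature, to use the stricter islands, all annotated genes or 2 kb around transcription starts, to leave out each imprinting control region, and to use thresholds of 10 and 30 points for single CpGs. As there is no replicate error, an alternative was said to move a difference when it lay outside the 95% interval of the main value, and a share when it was more than 1.5 times larger or smaller.

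Lists of promoters or regions were compared with 10000 random lists in which each member was drawn from the 50 promoters or 2 kb windows nearest in number of CpGs and in XO methylation. Sequences of 30 bp around CpGs were searched for exact copies on both strands of the reference. The code was tested on simulated data. The interval held the true mean difference in 95% of 200 data sets of 4000 CpGs and the true median difference in 96.5% of 200 data sets of 600 features. The island caller found 100% of 200 planted islands. It called 0 others, but the sequence between the planted islands held no CpG, so false calls were not tested. Among 100 lists of 18 members without an added difference, 7% lay beyond the 5th centile of their matched lists, and 100% did so after a fall of 10 points was added. These lists had no measurement noise in the XO values used for matching. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, numba 0.67.0 and matplotlib 3.10.9. The comparison with published XX and XY RRBS (Fig. 3D) and the other experiments of the paper were not analysed here.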

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

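The comparison with random positions of chromosome Y, the restriction to copies on other chromosomes and the count at promoters of Y-linked genes were chosen only after the Y-linked CpGs were seen.

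The cells are female, yet 62 CpGs on chromosome Y have a value in both libraries and the paper does not report on them. They averaged 33.3% in XX and 48.0% in XO cells, and 50 of them lie in soft-masked repeats. The 30 bp around 51.6% of these CpGs (32 of 62) occur as an exact copy on another chromosome. The share was 22% of 100 random CpGs of chromosome Y, and 13% of 100 random listed CpGs of chromosome X outside its distal end. This is consistent with reads from such copies being placed on Y for part of the CpGs, although CpGs on the same reads are not independent. Exact copies leave out the other 30 CpGs, which have none on another chromosome. The test set first, of copies anywhere in the genome including chromosome Y, found one for 59.7% of the listed CpGs (37 of 62), against 97% of the random Y positions, and none for 25 of 62. The listed CpGs thus have an exact copy less often than random Y positions, but more often one on another chromosome. Near-identical copies were not searched for. Male DNA was looked for at the promoters of 7 single-copy Y-linked genes (Kdm5d, Eif2s3y, Uty, Ddx3y, Usp9y, Zfy1 and Sry), where 0 CpGs were listed, whereas 378 were listed at the promoters of 6 X-linked homologues. This argues against libraries made from male cells. A trace of male DNA stays open, because it could leave too few reads for a CpG to be listed and the depth is unknown. The lower value in XX cells has the direction of the genome-wide difference. No biological explanation was tested, and copies on chromosome X were not counted apart from those on autosomes.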

How the results depend on the processing

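In 34 of 34 recalculated differences, methylation stayed lower in XX than in XO cells, and none of the alternatives tried reversed a direction. The sizes depended more on the processing. Of 42 comparisons of a result with an alternative, 29 fell outside the interval (or, for shares, beyond 1.5 times) and 13 stayed within it.

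Leaving out CpGs at exactly 0% or 100% in both libraries gave differences of -10.1 points for autosomal CpGs, -14.9 for X-linked CpGs, -8.46 for gene bodies, -18.1 for autosomal repeats, -1.78 for autosomal islands and -2.54 for X-linked islands. These CpGs have no difference, so leaving them out enlarges a mean by construction. With CpGs outside islands only, the differences were -15.1 points for autosomal CpGs, -18.4 for X-linked CpGs, -14.1 for gene bodies and -19.2 for autosomal repeats. Island CpGs are 49.9% of the autosomal CpGs and fell by 1.11 points, which accounts for the direction of this change. Medians over CpGs gave -4.50 points for autosomal CpGs, -8.43 for X-linked CpGs, -2.56 for gene bodies, -23.9 for autosomal repeats and -29.7 for X-linked repeats. Counting each 10 kb window once gave -15.9 points for autosomal CpGs, -18.2 for X-linked CpGs and -17.4 for autosomal repeats. Counting each gene once gave -8.16 points for gene bodies, and all annotated genes gave -6.79. For islands, the mean over features gave -1.65 points on autosomes and -2.06 on chromosome X. Islands of at least 500 bp gave -1.005 points on autosomes and -0.332 on chromosome X, the latter within its interval. Apart from the first and second of these settings, the cause was not tested.

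The share of CpGs at least 20 points lower in XX cells was 34.7% with a threshold of 10 points, 13.6% with 30 points and 38.05% in 10 kb windows. The share at least 20 points higher was 9.13%, 1.57% and 0.376% in the same order. The thresholds change these shares by construction. The 5 alternatives for imprinting control regions stayed within the main interval, as did the 18 fits that each left out one region, from -13.5 to -10.9 points.

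Using all CpGs with a value in each library gave no other value, since every CpG has both. No paired analysis was possible because each karyotype has 1 library. The unknown depth limits single CpGs most, where strands of the same CpG differed with an SD of 12.0 points in the XX and 14.4 points in the XO library.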

Differences from the paper's values

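The paper's text gives no %mCpG values, so the medians drawn in Fig. 3 were read by eye. Of 8 values compared, 2 were more than 1.5 times apart. For X-linked CpG islands, the paper's median for XX cells is about 9.7% in Fig. 3C, read by eye, and the value here was 4.06%. The paper's median for XO cells is about 7.7% in Fig. 3C, read by eye, and the value here was 4.84%. Among the alternatives set before the data were examined, leaving out CpGs at exactly 0% or 100% in both libraries gave 6.82% in XX and 9.36% in XO cells, and the mean over features gave 6.47% and 8.53%, all within 1.5 times of the paper's medians. With at least 10 CpGs per island the XO value, 5.53%, came within 1.5 times and the XX value, 4.62%, did not. With islands of at least 500 bp neither did (4.06% in XX and 4.40% in XO cells).

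Fig. 3C also draws the median of X-linked islands higher in XX than in XO cells. Here it was lower in XX cells by the main setting, with a difference of -0.774 points, and under the 4 alternatives run for these islands. The paper states that CpG islands did not differ. For autosomal islands its Fig. 3B draws medians of about 7.6% in XX and 8.7% in XO cells, read by eye. The medians here, 5.85% and 7.01%, have the same direction and are within 1.5 times of these. Their difference was -1.15 points (95% interval -1.28 to -1.04), and 61.9% of the islands were lower in XX cells. The interval is not replicate error, so the contrast is with the paper's wording and not with its plotted autosomal medians.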

Other observations

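The tests of strands at Asmt and of germline gene promoters, the matched 10 kb windows and the comparison within repeats for chromosome X, and the share of promoters past 20 points on the other strand were chosen only after the results they address were seen.

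X-linked CpGs fell by more than autosomal CpGs, a difference in size that the paper does not report. Without the Asmt locus described below, X-linked CpGs still fell by 11.9 points. Chromosome X has a larger share of CpGs in repeats (27.8% against 9.76% on autosomes) and a smaller share in islands (38.7% against 49.9%). When autosomal CpGs were weighted to the mix of island, repeat and gene CpGs of chromosome X, their difference was -10.7 points, at the edge of the X-linked interval (-13.4 to -10.7), so the mix covers much of the gap. It does not cover all of it within repeats. There the intervals of chromosome X (-23.5 to -21.4 points) and of the autosomes (-17.2 to -16.6) are apart. For CpGs not in repeats the intervals overlap (-9.13 to -7.05 and -7.31 to -7.03). They also overlap inside islands (-3.05 to -1.03 and -1.18 to -1.05). Outside islands they are apart (-19.6 to -17.2 and -15.3 to -14.9). This does not exclude the mix, because repeats hold 7154 of 16297 such CpGs on chromosome X and 149684 of 880061 on autosomes. Higher XO methylation of chromosome X as a cause was examined in 10 kb windows outside islands. Windows were grouped on the XO methylation of every other CpG and on their share of repeats, and the remaining CpGs were read. Over 905 X-linked windows the difference was -17.3 points (95% interval -18.8 to -15.97), whereas autosomal windows matched in this way differed by -14.8 points at nearly the same XO methylation (42.7% and 42.6%). The test set first, of CpGs inside and outside islands matched on the XO methylation of the forward strand and read on the reverse strand, did not separate chromosome X from the autosomes. It gave -8.17 points over 4315 X-linked CpGs (-9.74 to -6.79), and the matched autosomal value of -7.03 points lies inside this interval. The matched windows thus argue against the XO level as the whole cause for CpGs outside islands only. The kinds of repeats were not matched, and the depth of chromosome X, which is present once in XO cells, is unknown. A loss of methylation in XX cells, or a gain in XO cells, that is stronger on the X chromosome than on autosomes may contribute. This remains a hypothesis found and tested on the same libraries.

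The promoter with the largest fall, Asmt, is part of a stretch on chromosome X from 170672656 to 170677953 in which 100 CpGs averaged 11.0% in XX and 65.2% in XO cells, and 98% of them were lower in XX cells. The stretch includes 81 CpGs of the X-linked island with the largest fall (170676345 to 170678002). The fall was not limited to few reads on one strand, since the difference was -63.2 points over 48 CpGs on the forward strand and -45.9 points over 52 CpGs on the reverse strand. Of the 100 sequences of 30 bp around these CpGs, 0 have another exact copy in GRCm38, which argues against reads from copies present in the assembly. Copies that the assembly lacks were not tested, and no other CpGs from this end of chromosome X were searched. The cells and the reference share the C57BL/6 background, so strain variants were not examined. Loss of methylation at this locus in XX cells, or gain in XO cells, is a candidate explanation, and 1 library each does not show whether it follows the karyotype.

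Some promoters rose in XX cells, and few reads may account for part of these rises. Promoters with at least 5 CpGs on each strand were picked on the forward strand and read on the reverse strand. Of 42 promoters at least 20 points higher in XX cells on the forward strand, 4.76% (2 promoters) were so on the reverse strand, and 21 were higher at all. Of 225 promoters at least 20 points lower on the forward strand, 27.6% (62) were so on the reverse strand, and 169 were lower at all. These 2 rises are nevertheless a larger share than the 0.429% of all 11883 promoters that were at least 20 points higher on the reverse strand, so some of the rises could be present on both strands. Of the promoters with the largest rises, Ptpn5, Myg1 and Rorb rose on both strands, but they were picked by their mean over both.

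CpG islands were slightly lower in XX cells. Unequal bisulfite conversion of the libraries would shift unmethylated CpGs as much as all island CpGs. Where the forward strand was at 0% in both libraries, the reverse strand averaged 2.14% in XX and 2.53% in XO cells over 124151 island CpGs, a difference of -0.389 points (95% interval -0.458 to -0.324). Over all 283012 island CpGs with both strands, the difference was -0.726 points (-0.783 to -0.666). Conversion is therefore not the whole of the difference, but a part up to the size seen at the unmethylated CpGs stays open. It would also be too small to bear on the falls outside islands.

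Germline genes and imprinted regions were compared with matched lists to see whether they differed by more than other sequence with the same XO level. The 16 germline gene promoters with at least 3 CpGs, from a list of 18, had a median difference of -7.04 points and were lower in XX cells at 15 of 16. Matched random promoter lists had a median of -4.37 points (95% of lists between -8.06 and -1.02), and 7.97% of them fell at least as far. The 18 imprinting control regions had a median difference of -10.3 points, and matched sets of 2 kb windows had a median of -8.59 points (-12.8 to -4.62), with 23.9% falling at least as far. Neither list stood apart from its matched lists at these sizes. Noise in the XO values entered both the matching and the differences, so the comparison cannot exclude an additional difference at either list. With so few members, a small one cannot be told apart from the genome-wide fall.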
